A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

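DNA of a sire, a dam and 7 offspring was measured by array CGH with dye-swap hybridization against a male reference mouse, on 18 arrays of a custom Agilent design placed on 5 slides and scanned on 2 days. The authors extracted the arrays with Feature Extraction version 10.7.1.1. The deposited processed signals are intensity values that the software had background-subtracted and normalized between dyes by linear factors, with no lowess step. The deposited scanner files also give a log10 ratio of Cy5 over Cy3 made from the same signals. The authors' deposited table of the whole series holds log2 ratios, and its values equalled the scanner software's ratio turned to reference over mouse. Probe positions in the deposited files are on build mm9. The reference genome at hand was of another build and was not used, so positions were not converted and genes were not named.

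The log2 ratio of processed signals was turned to mouse over reference on every array. Control spots and spots marked as outliers, between 88 and 145 per array, were left out, and 163567 non-control spots were averaged per probe, 1031 probes having up to 6 spots. Each array was centred on the median of its autosomal probes. No loess or quantile step was applied, since copy number changes can shift many probes in the same direction. Intensity values do not give read depth, and the number of arrays limits the precision. The probes formed 8367 clusters when separated by more than 5000 bp, with 3840 clusters of 34 probes and 3726 single probes, and the median step within clusters was 82 bp.

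A positive probe had a log2 ratio above 0.5 in size with the same sign on both arrays of a mouse. A region was 2 or more positive autosomal probes of the same sign, each at most 3 probes from the next. The background was counted by the same rule for probes that passed 0.5 towards the same dye on both arrays. A region of an offspring was de novo when neither parent had a positive probe of the same sign between its first and last positive probe. Samples were grouped as sire, dam and offspring by the labels. Parents and offspring were compared by two-sided exact permutation tests, with Benjamini-Hochberg adjustment over 10 measures, and shares of offspring have 95% Clopper-Pearson intervals, which cover counting error only. The regions named were up to 10 de novo regions ranked by number of positive probes and then by the size of the mean log2 ratio, the 5 inherited regions with the most positive probes, and up to 3 regions called in all 9 mice, of which there were 0. These rules and the alternatives were fixed before the data were examined, except for 3 alternatives named as added.

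The alternatives were log2 thresholds of 0.4, 0.6 and 0.8, other region rules, the mean of the 2 arrays or each array alone, the scanner software's ratio, normexp background correction with an offset of 50, loess, the authors' deposited log2 table, other spot filters, calls by limma, other de novo rules, the mouse on the same slide subtracted as a slide block, and leaving out each mouse. The normexp alternative used median signals in place of mean signals. In the slide block, parents were classed by their own ratios and offspring 7, alone on its slide, had no value. The limma fit had a coefficient per mouse and a dye effect over 159317 autosomal probes, with 8 residual degrees of freedom from arrays of the same extracts, and called probes at an adjusted p under 0.05 and a log2 ratio above 0.5 in size.

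The region rule was tested on simulated data with the 159503 probes, in which 200 losses of 10 probes were placed in offspring 1, 100 of them also in the sire. At a log2 ratio of -1 it recovered 100% of them, and at -0.65 it recovered 99%, with 0 regions called elsewhere. A loss counted as recovered when any called loss overlapped it, even in part. At -0.65, 1.02% of the recovered losses shared with the sire were classed as de novo. The limma rule was tested on 20000 simulated probes, of which 200 were changed in offspring 5, and it recovered 95.5% of these with 0 unchanged probes called. Both simulations used a dye bias common to all mice and independent noise on each array. They held no error shared by the 2 arrays of a mouse, so they do not limit false calls from such an error. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and version 1.17.8 of data.table were used.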

Results

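Array CGH, in which the DNA of a mouse and a reference DNA are labelled with different dyes and hybridized together so that the log2 ratio of the dyes follows the relative copy number, was measured in 1 mouse family in the second screening of the study. The family consisted of 1 sire, 1 dam and 7 offspring (F1). The title of the series describes males exposed to gamma-rays at 20 mGy per day for 400 days, whereas the design text of the same series calls the sire of this family non-irradiated. The study itself listed a mouse of this family in its irradiated group. With 1 family, the exposure entered no comparison here. Each of the 9 mice was hybridized on 2 arrays with swapped dyes against the same male reference mouse, which gave 18 arrays. The 2 arrays came from 1 DNA extract, so each mouse was 1 replicate and the SD between its arrays was a technical error. The array carried 159503 probes, of which 159452 were autosomal, 48 were X-linked and 3 were Y-linked. According to the study, arrays of this screening were designed around probes that had been positive in its first screening. The probes are therefore no unselected survey of the genome. Over 99% of the spots were well above background in either dye on every array, with values from 99.1% to 99.9%, and no spot was saturated.

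The first question was whether the arrays could separate copy number from noise. The noise of a single array, taken from the differences between neighboring probes, lay between 0.16 and 0.21 on the log2 scale over the 18 arrays. Once both arrays were expressed as mouse over reference, the log2 ratios of the 2 arrays of a mouse correlated negatively across autosomal probes in all 9 mice. The correlation coefficient was -0.50 in the sire, -0.40 in the dam and between -0.66 and -0.02 in the offspring. These were correlations across probes, which are not independent replicates. As an alternative measure of noise, the interquartile range of the log2 ratios averaged 0.26 per array, against 0.18 for the noise from neighboring probes.

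The sex-linked probes were used to check the labels of the parents. The mean log2 ratio of X-linked probes was 0.00 ± 0.14 in the sire and 0.86 ± 0.13 in the dam (SD between 2 arrays, 1 mouse each). The mean log2 ratio of Y-linked probes was -0.02 ± 0.20 in the sire and -2.01 ± 0.52 in the dam. The sex of the offspring was not taken from the labels, so their values were given per mouse. X-linked probes read 0.00, -0.01, 0.00 and 0.01 in offspring 1 to 4, and 0.79, 0.81 and 0.85 in offspring 5, 6 and 7. Y-linked probes read -0.03, -0.12, -0.07 and -0.06 in offspring 1 to 4, and -1.95, -1.96 and -2.09 in offspring 5, 6 and 7.

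**Figure D1:**
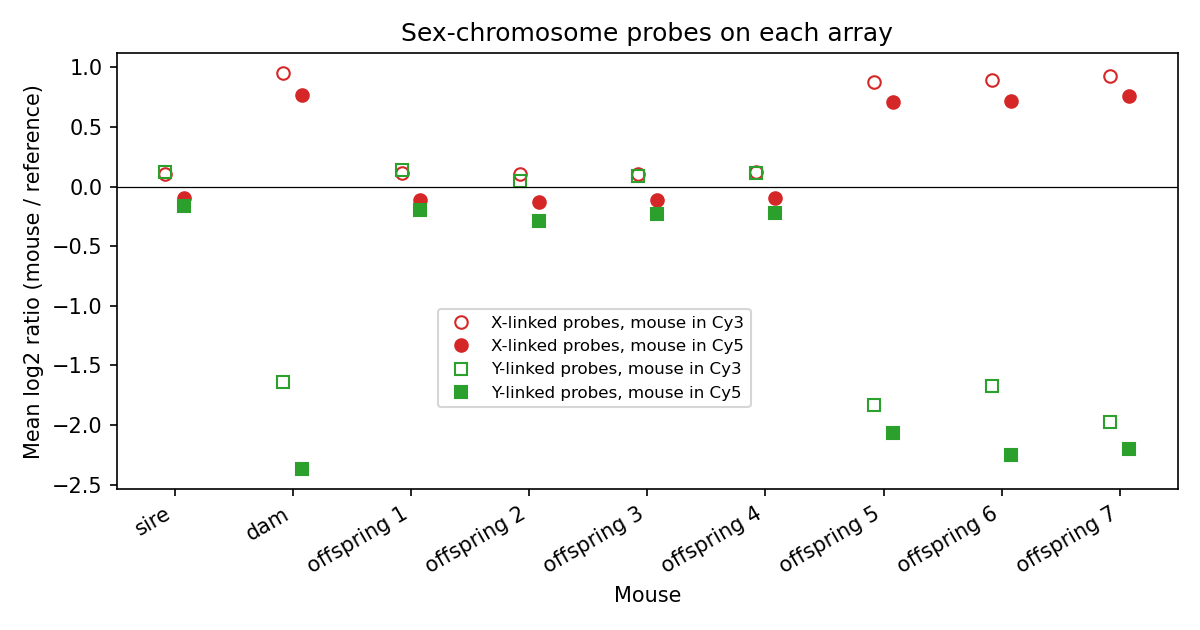
Mean log2 ratio (mouse over reference) of X-linked and Y-linked probes on each array, by mouse; open symbols are arrays with the mouse in Cy3 and filled symbols arrays with the mouse in Cy5. The dam and offspring 5, 6 and 7 lie above 0 for X-linked probes and below -1 for Y-linked probes.

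A probe was considered positive when its log2 ratio exceeded 0.5 in size, with the same sign, in both arrays of a mouse. The sire had 500 lost and 6 gained autosomal probes, and the dam had 190 lost and 38 gained probes. The offspring had between 145 and 2635 lost probes and between 2 and 138 gained probes. The background, counted as probes that passed 0.5 towards the same dye in both arrays and therefore in opposite directions of copy number, was 844 probes in the sire, 1082 in the dam and between 447 and 1486 in the offspring. The background exceeded the number of positive probes in all mice except offspring 5 and offspring 6, which had 2697 and 744 positive probes against 447 and 573 background probes. The difference between the 2 arrays correlated across probes between mice, with a lowest coefficient of 0.71, so the background also holds a dye bias of the probe. It is therefore not a rate of false copy number calls. The number of positive probes was 367 ± 197 in the parents (SD, n = 2) and 759 ± 877 in the offspring (SD, n = 7), a difference that did not exceed the spread between mice (two-sided exact permutation test, p = 0.5; adjusted over the 10 measures compared, p = 1). The 36 possible splits allowed no p below 0.0278. Among the alternatives, the array with the mouse in Cy5 alone moved the total most, from 6047 to 48879 positive probes over the 9 mice.

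Positive probes were joined into regions of 2 or more positive probes, each at most 3 probes from the next. The sire had 111 positive regions and the dam had 11. Offspring 1 to 7 had 36, 8, 48, 135, 229, 125 and 15 positive regions in that order. Gained regions numbered 0 in the sire, 2 in the dam and between 0 and 7 in the offspring. Background regions numbered 49 in the sire, 82 in the dam and between 14 and 126 in the offspring, and they outnumbered the positive regions in the dam and in offspring 1, 2 and 3. The number of positive regions was 61.0 ± 70.7 in the parents (SD, n = 2) and 85.1 ± 81.1 in the offspring (SD, n = 7), which was not separated (two-sided exact permutation test, p = 0.639; adjusted p = 1). The direction of this difference turned when the dam was left out, with 25.9 more regions in the sire than in the offspring on average. Both parents were on a slide of their own, so that slide and generation cannot be told apart. The study sampled dams at euthanasia and sires at natural death, so the parents also differed in sampling. The first scan day held both parents and offspring 1 and 2, and within it the direction was the opposite for both measures: the parents had 61.0 regions and 367 positive probes on average and the 2 offspring had 22.0 regions and 226 positive probes (exact permutation tests, p = 0.667 each, with no p below 0.333 possible).

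**Figure D2:**
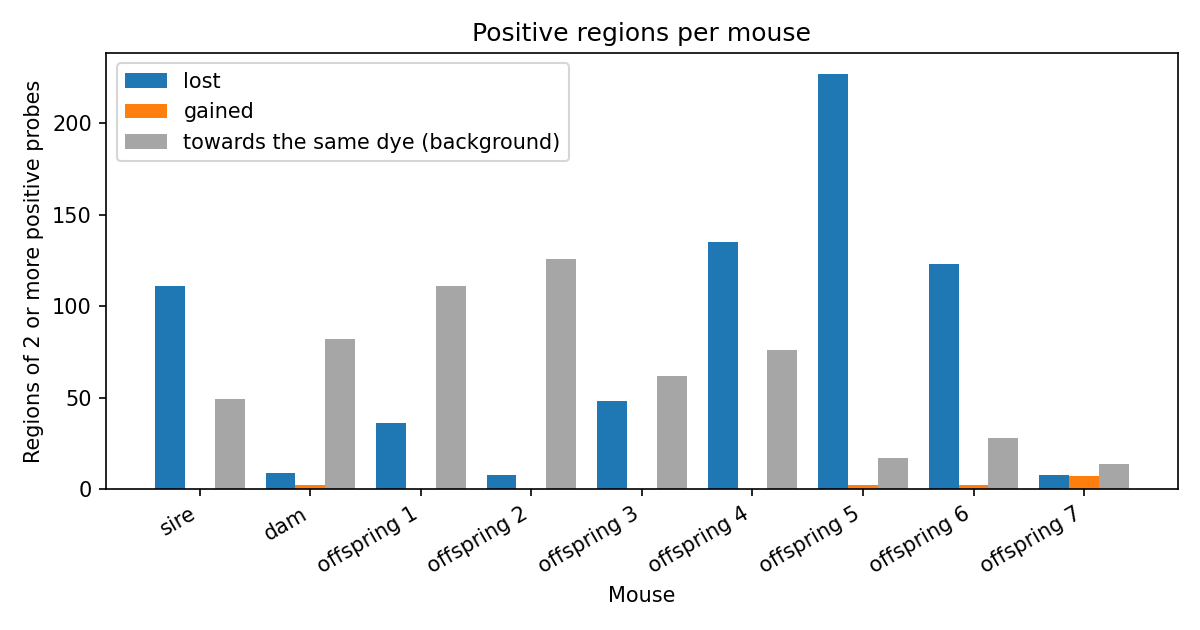
Number of regions of 2 or more positive probes in each mouse, as bars for lost regions, gained regions and background regions in which both arrays passed the threshold towards the same dye. Offspring 5 has 227 lost regions, and the background reaches 126 regions in offspring 2.

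De novo changes were those for which neither parent had a positive probe of the same sign in the region. By this rule the 7 offspring had 297 de novo regions, of which 289 were losses and 8 were gains. They numbered 5, 7, 19, 16, 219, 25 and 6 in offspring 1 to 7. Of the regions in offspring 5, 217 were fragments of a single stretch on chromosome 10. The other 80 de novo regions held 2 or 3 positive probes each, 74 with 2 and 6 with 3, and their median span was 110 bp. Of these 80 regions, 64 also had a positive probe of the same sign in a sibling. Among the 72 losses outside this stretch the mean log2 ratio in the sire was below -0.25 for 67 and below -0.5 for 30, although none of the probes called in the offspring was lost by both arrays of the sire. A de novo loss was called in 6 of the 7 offspring, or 85.7% (95% Clopper-Pearson interval 42.1% to 99.6%). With 5 or more probes required per region, 1 of the 7 offspring had a de novo loss, and at a threshold of 0.8 it was 3 of 7.

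The 10 de novo regions with the most positive probes all lay in the chromosome 10 stretch of offspring 5 and held between 33 and 54 positive probes. The region with the most probes, on chromosome 10 from 98878080 to 98892820 (build mm9), spanned 14741 bp. Its mean log2 ratio was -0.85 ± 0.10 in offspring 5 (SD between 2 arrays), with an SD of 0.16 over its 54 positive probes, and lay between -0.04 and 0.02 in the other 8 mice. These probes were chosen as positive in offspring 5, which lowers its value.

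When lost regions of offspring 5 under 50 kb apart were joined, a choice made after the data were seen, the stretch ran from 98678419 to 99420652 on chromosome 10 (mm9), or 742234 bp. It contained 220 regions and 4513 probes, of which 2431 were positive, or 53.9%. Over all 4513 probes the mean log2 ratio was -0.61 ± 0.01 in offspring 5 (SD between 2 arrays), with -0.61 and -0.60 on the 2 arrays. The values of the sire and the dam were 0.00 and 0.00, and the other 8 mice together had 0.00 ± 0.00 (SD, n = 8), ranging from 0.00 to 0.01. The difference of -0.61 exceeded the spread between the other mice, while the exact permutation test of 1 mouse against 8 gave p = 0.111, the smallest value that its 9 splits allow. The 34 probes before the stretch averaged -0.02 and the 34 probes after it averaged -0.12. In the sire, 6 of the 4513 probes were positive for a loss and in the dam 0 were. Because of the 6 probes in the sire, 3 of the 220 regions were classed as inherited, and the joined stretch as a whole did not pass the de novo rule. Genes in the stretch were not analysed here.

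**Figure D3:**
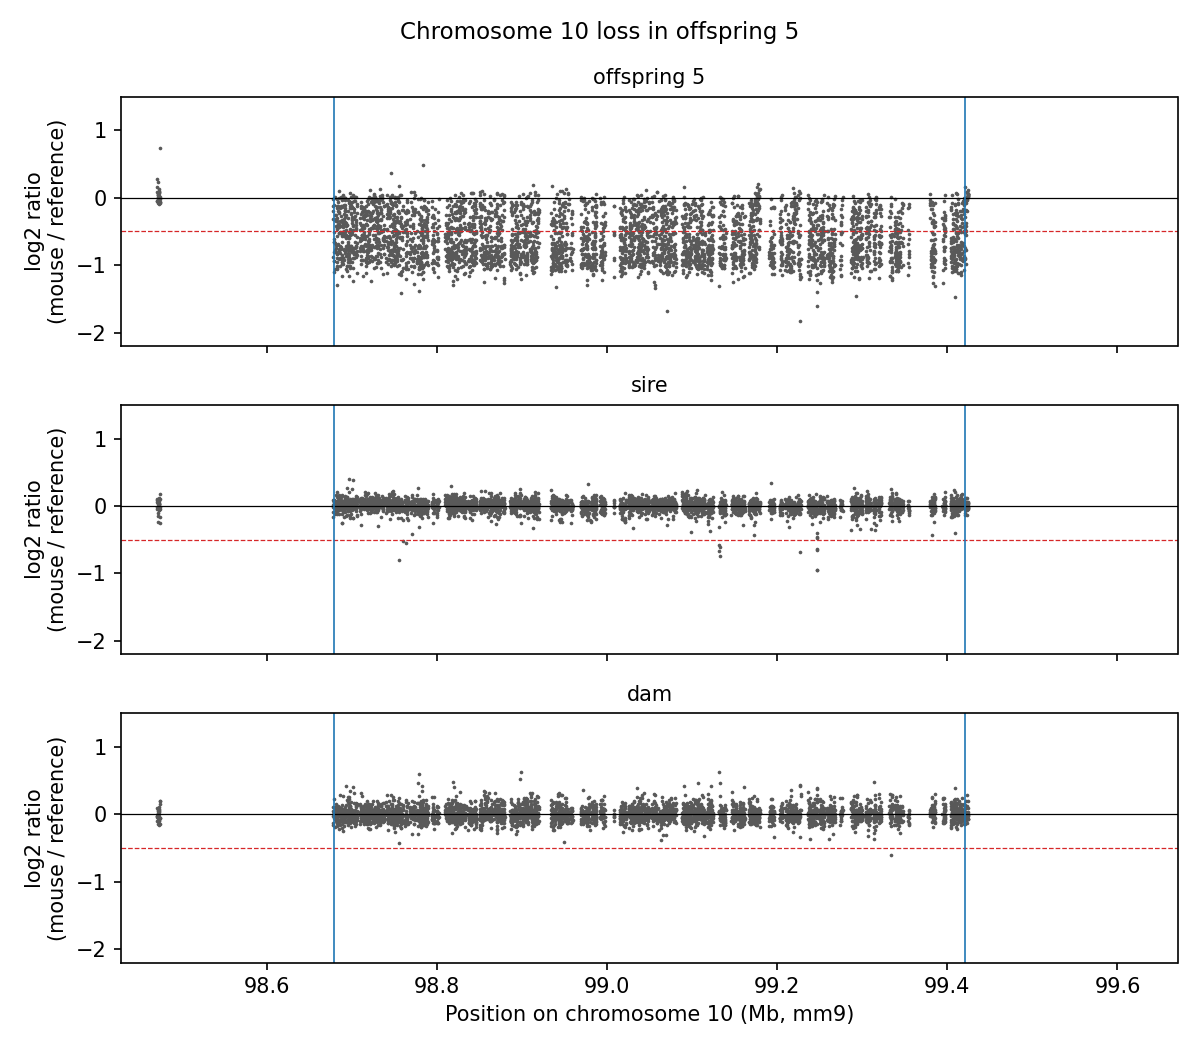
Log2 ratio (mouse over reference, mean of 2 arrays) of each probe against its position on chromosome 10 in Mb (mm9) in offspring 5, the sire and the dam; blue lines mark the ends of the joined stretch and the red dashed line the threshold. Offspring 5 averages -0.61 between the lines, and both parents average 0.00.

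The last comparison was between regions of the offspring and those of their parents. A positive probe of the same sign was present in a parent for 299 offspring regions, in the sire alone for 270, in the dam alone for 29 and in both parents for 0. No region was positive in all 9 mice. Requiring the mean of the 2 arrays to pass 0.5, in place of both, raised the inherited regions from 299 to 865, and the array with the mouse in Cy5 alone raised them to 4631.

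The inherited region with the most positive probes lay on chromosome 3 from 25416378 to 25449872 (mm9), with up to 102 positive probes, and was called in the dam and in offspring 5, 6 and 7. Over every probe positive in any mouse, its mean log2 ratio was -1.85 in the dam, -1.76 in offspring 5, -1.78 in offspring 6, -1.85 in offspring 7 and 0.00 in the sire. The next 2 by number of probes, chromosome 10 from 99246750 to 99251044 and from 99244729 to 99246259, lay inside the chromosome 10 stretch of offspring 5, with levels in the sire of -0.10 and -0.24. The remaining 2 were on chromosome 10 from 120432307 to 120433110, with up to 8 positive probes, and on chromosome 2 from 110691396 to 110691650, with up to 6. Both were called in the sire and in offspring 1, 3, 4 and 6. The first of them had a log2 ratio of -0.74 in the sire and 0.13 in the dam, and the second -0.77 in the sire and 0.15 in the dam.

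All 111 regions of the sire were losses without a positive probe in the dam, and they lay on 19 chromosomes. Of these, 91.0% held 3 or fewer positive probes and their median span was 168 bp. Offspring 1, 3, 4 and 6 had a positive probe in 65, 68, 95 and 92 of them, and offspring 2, 5 and 7 in 1, 3 and 2. Of the 111 regions, 2 lay inside the chromosome 10 stretch lost in offspring 5, and over the other 109 this mouse had a positive probe in 1, with a mean log2 ratio of -0.19. The mean log2 ratio over all 111 regions was -0.76 in the sire, where they were selected, and 0.16 in the dam. It was -0.57, -0.04, -0.58, -0.70, -0.21, -0.68 and -0.22 in offspring 1 to 7, with an SD between the 2 arrays of at most 0.22.

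**Figure D4:**
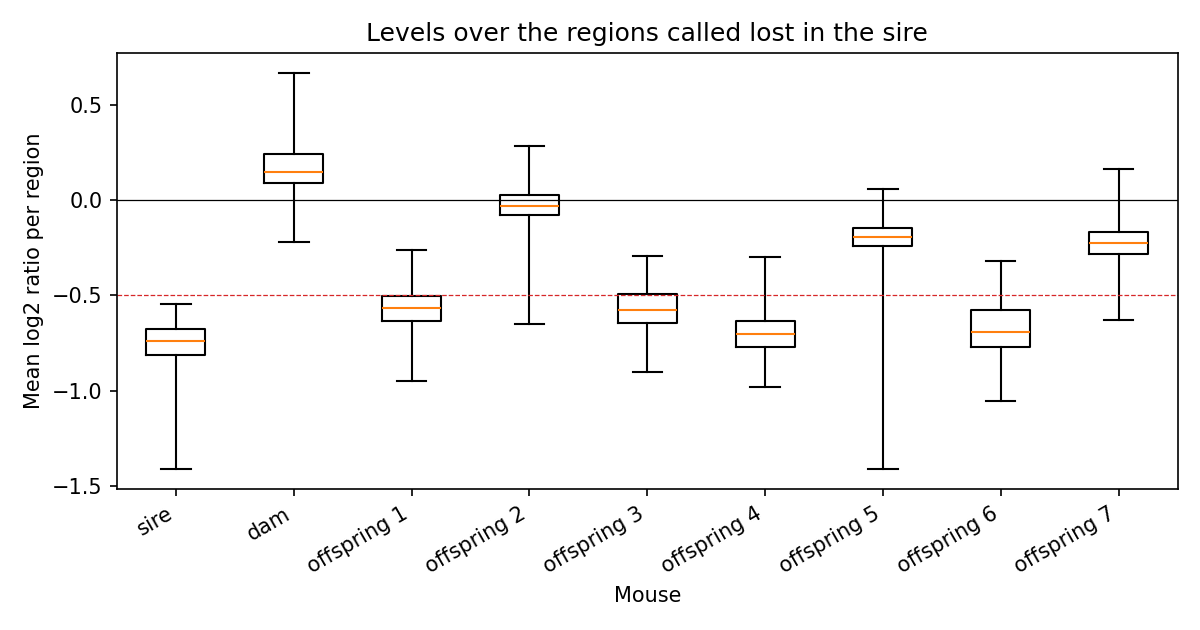
Mean log2 ratio (mouse over reference) of the 111 regions called lost in the sire, by mouse; boxes show quartiles, the line the median and whiskers the full range over regions. The median was -0.74 in the sire and 0.15 in the dam, and it differed between offspring, from -0.71 in offspring 4 to -0.03 in offspring 2.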

Values the study reported

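The study reported that 7.1% of F1 mice in its non-irradiated group (11 of 156) and 20.4% in its irradiated group (29 of 142) carried a de novo deletion. For deletions of Type L, those with more than a single positive probe in the first screening, it gave 5.1% and 15.5% of F1 mice. The study also listed de novo changes that were found by array CGH and upheld by quantitative PCR. Among the F1 mice of this family, that list holds the mouse called offspring 5 here, with a deletion of 742,233 bp on chromosome 10.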

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

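The tests on slide, hybridization and ratio compression in this part were chosen after the results were seen. In 22 measures of the 7 offspring, a mouse was compared with its nearest sibling relative to the whole range, and 8 measures had a mouse separated by more than Dixon's 95% critical value for 7 values. Chance separates about 1 in 20 such groups. The measures overlap, since 5 of the 8 are counts or levels that rest on the same chromosome 10 stretch.

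Offspring 5 stood apart in 2697 positive probes, the next sibling having 744, and in 2635 lost probes, the next having 679. It also stood apart in 219 de novo regions against 25 and in 218 de novo losses against 24, and its level over the chromosome 10 stretch was -0.61 while its siblings lay between 0.00 and 0.01. Outside the stretch it had 2 de novo regions and 204 lost probes. A fault of the slide or of a hybridization is argued against by the difference of -0.61 between offspring 5 and offspring 6, which shared a slide, and by the presence of the loss on both arrays of offspring 5. A loss of 1 of 2 copies stays open: with the compression of X-linked probes in the same mouse, 1 lost copy would read -0.66, and the 2 arrays taken apart would give -0.55 and -0.78. The observed mean of -0.61 and median of -0.66 lie in that interval. The width of the interval follows a dye offset. X-linked probes of the sire, averaging 0.00, read 0.11 with the mouse in Cy3 and -0.10 with it in Cy5. The prediction from the mean of both arrays, -0.66, is free of most of that offset, but its error was not estimated. A loss in all cells was therefore not separated from a loss in most cells. The difference was found and tested on the same data, but its size argues against noise or selection as the source. Over all probes of the stretch the 2 arrays of offspring 5 read -0.61 and -0.60, against 0.004 ± 0.003 in the other 8 mice (SD). For this stretch, these values leave a difference of the DNA of offspring 5 from that of its parents. Both arrays came from 1 DNA extract, so a second extract was not measured. The first screening and the quantitative PCR of the study, which listed a deletion on this chromosome in this mouse, were not analysed here, and the exposure of the sire was not tested.

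Offspring 7 stood apart in gained regions, with 7 against 2 in the next sibling, and in de novo gains, with 6 against 1. Of the gained regions in which offspring 7 had a positive probe, 3 had none in another mouse. Such probes were shared with offspring 6 in 2 regions, offspring 5 in 1, both in 1, and both and the dam in 1. Those mice were on other slides, which argues against the slide of offspring 7 as the source of the shared regions. Offspring 7 was alone on its slide, so slide and mouse cannot be told apart for the unshared regions or for its excess over siblings. Gained regions were called only in the dam and offspring 5, 6 and 7, the mice with Y-linked probes below -1. The sire and offspring 1 to 4 had 0 each. The gains therefore went with that split of the mice, although offspring 7 had 7 and the dam, offspring 5 and offspring 6 had 2 each. No biological explanation was tested.

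The array of offspring 6 with the mouse in Cy5 had a noise of 0.211, while the next sibling had 0.196. Its other array had the lowest noise of the offspring arrays with the mouse in Cy3, at 0.159. No explanation was tested for it.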

How the results depend on the processing

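The joining of regions, the subtraction of probe length medians and the level over all probes of the chromosome 10 stretch were chosen after the data were seen; the other alternatives were planned. No test of parents against offspring passed 0.05 under any of the alternatives run, with p from 0.278 to 1 for regions and from 0.194 to 0.917 for probes. The 36 splits of the full set allow no p below 0.0278. With a parent left out, 1 mouse against 7 allows no p below 0.125, so those tests could not pass and say nothing about stability.

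For positive regions, parents minus offspring was -24.1, and it turned to 124 with the Cy3-mouse array alone and to 6.14 with regions under 50 kb apart joined. For positive probes it was -392 and turned to 76.5 with the Cy3-mouse array alone. Leaving out each mouse gave -74.1 to 25.9 regions and -531 to -69.0 probes. The turn to 25.9 came without the dam, and without offspring 5 the difference in regions was -0.17, so the direction rests on single mice. When a parent was left out, the remaining parent was assumed to vary like the offspring.

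The 297 de novo regions stayed within 1.5 times under 18 of 25 alternatives, but most were fragments of the chromosome 10 stretch. The 80 outside it, counted apart after the data were seen, stayed so under 15 of 25. They fell to 2 at a threshold of 0.8, 6 and 0 with 3 or more and 5 or more probes, 26 with normexp, 8 with the parents' mean within 0.25 of 0, 13 with the offspring differing from each parent by over 0.5 and 16 with no positive probe in a sibling. They rose to 833 and 487 with the Cy5-mouse and the Cy3-mouse array alone and to 347 without the sire. All de novo regions together were 153 with 5 or more probes, 631 with adjacent probes, 970 and 639 with the Cy5-mouse and the Cy3-mouse array alone, 513 with the slide block over 6 offspring, and 77 with regions joined. Leaving out a parent gave 326 to 567, the higher without the sire. The fall to 77 follows from the joining itself, which removes the fragments on chromosome 10, the rise with the slide block from subtracting offspring 5 from offspring 6, which gave offspring 6 209 regions in the stretch, all as gains, and the rise to 567 follows from no longer comparing with the sire. Otherwise the cause was not tested.

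Offspring with a de novo loss numbered 6 of 7, an imprecise share whose interval holds 3 to 6 of 7. They fell to 1 with 5 or more probes and to 4 with 3 or more, to 3 at a threshold of 0.8, to 3 with the parents' mean within 0.25 of 0 and to 3 with the offspring differing from each parent by over 0.5, and they were 4 of 6 with the slide block. They rose to 7 with the Cy5-mouse array alone and ranged from 6 to 7 when a parent was left out. The cause was not tested.

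The 299 inherited regions fell as the threshold rose, with 635 at 0.4, 105 at 0.6 and 23 at 0.8. They were 103 with 3 or more and 10 with 5 or more probes, 865 with the mean of arrays, 4631 and 2334 with the Cy5-mouse and Cy3-mouse array alone, 65 with normexp and 742 with limma calls. Region calls with a positive probe in all 9 mice rose from 0 to 1065 with the Cy5-mouse array alone and to 230 with the Cy3-mouse array alone. These calls were added up over the mice, so a region shared by all mice was counted more than once.

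The level of the de novo region with the most probes was -0.85. It was -1.01 at a threshold of 0.8, which selects lower probes, and -0.61 over all probes of the stretch. With regions joined it turned to 0.67, since the stretch then held positive probes of the sire and a gain of 4 probes in offspring 7 became the top region. The level over the stretch itself ranged from -0.61 to -0.55 and the chromosome 3 level of the dam, -1.79 over all probes of the region, from -1.81 to -1.70 under the alternatives run on them. The X-linked level of the dam moved by less than the SD between arrays. Array noise was 0.18 and the interquartile range 0.26, which measures another quantity. Leaving out the 1809 autosomal probes not well above background in the reference moved no count by over 1.5 times.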

Other observations

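The tests on dim probes, on dye bias and on the calls towards the same dye in the middle of clusters were set before their results were seen, and the other tests in this part were chosen after the pattern was seen. The share of offspring with a de novo loss here was 85.7%. That is higher than the values quoted from the study above. The rule used here requires no first screening and no quantitative PCR, and the share depends on it: it was 42.9% at a threshold of 0.8 and 14.3% with 5 or more probes, the latter from offspring 5 alone.

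The small losses of the sire did not pass to the offspring chromosome by chromosome. Offspring 2 had a positive probe in these regions on 1 of 19 chromosomes and offspring 5 and 7 on 2 each, or offspring 5 on 1 without the 2 regions inside its own chromosome 10 loss, whereas offspring 3, 4 and 6 had them on all 19 and offspring 1 on 18. For heterozygous deletions of the sire, with a chance of 50% per chromosome, calls on as few chromosomes as in offspring 2 have a binomial probability of 3.8e-05. A difference of the reference mouse would be seen in every mouse, but the 8 mice other than the sire spanned 0.86 on the log2 scale. Mice on the same slide differed by up to 0.53 among the offspring, which argues against the slide. Subtracting the median of each probe length left 82.9% of the 111 regions called, which argues against a shift of that median as the whole cause. Lost probes of the sire still went with length, at 0.54% of probes of 60 nucleotides and 0.005% of those of 45. The subtraction cannot remove a wider spread at a length, so an effect of length stays open. The lost probes of the sire were dim: their median brightness percentile in the reference channel was 10.8 among probes of the same length. Dimness is a candidate source for where these losses were called, but the same probes were on the arrays of all mice, so it leaves open why the mice differ. The state of each DNA extract may be the reason and cannot be told apart from the mouse, because both arrays of a mouse came from 1 extract. According to the study, tails of dams were sampled at euthanasia, whereas those of sires and offspring were sampled at natural death. The dam therefore also differed from the other mice in sampling. The SD between the 2 arrays of an extract was at most 0.22.

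A second set of losses was called in the dam and not in the sire, in 9 regions on 6 chromosomes. Their mean log2 ratio was -1.20 ± 0.37 in the dam (SD over regions) and -0.04, -0.16, -0.16, -0.07, -1.17, -1.33 and -1.21 in offspring 1 to 7. The 3 offspring lowest in these regions were the 3 with Y-linked probes below -1, for which the chance is 0.0286 (exact, 1 of 35 choices, one-sided). A candidate explanation is that these probes also match sequence on the Y chromosome of the male reference. A heterozygous deletion from the dam is argued against for the chromosome 3 region, where the shallowest of these 3 offspring read -1.79 ± 0.02 (SD between 2 arrays), deeper than the -1 that 1 lost copy of 2 could give. Of the other 8 regions, 7 read below -0.5 in exactly these 3 offspring, and 3 of the 8 were deeper than -1 in all 3 by more than 2 SD between arrays. With 1 region taken per chromosome, 4 of 5 chromosomes gave the loss to exactly these offspring, which heterozygous deletions passed on at random would do with a binomial probability of 1.9e-08. Probe sequences were not used here.

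The exception, chosen after its values were seen, was a loss of 4 probes on chromosome 11 from 36101158 to 36101482 (mm9). It read -0.82 ± 0.02 in the dam and -0.01 ± 0.05 in the sire (SD between 2 arrays), and -0.02, -0.72, -0.81, 0.00, 0.01, -0.76 and -0.81 in offspring 1 to 7. A match to the Y chromosome of the reference is argued against by the level of 0.011 in offspring 5, whose Y-linked probes read low. A heterozygous deletion passed from the dam to 4 of the 7 offspring is a candidate explanation, since the lowest level among them was -0.81, above the -1 that 1 lost copy of 2 gives without compression. That is a weak limit on 4 probes, and the level is deeper than the -0.55 to -0.78 given for 1 lost copy by the X-linked probes of offspring 5. The width of that range follows a dye offset, so it is not an error interval for this level.

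The negative correlation between the arrays of a mouse is consistent with a dye bias that belongs to the probe. The difference between the 2 arrays of a mouse correlated across autosomal probes between mice in all 36 pairs, with the lowest coefficient at 0.71 and the median at 0.82.

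Outside the chromosome 10 stretch, 43.5% of the lost probes in clusters of 34 probes were at position 17, against 2.94% for an even spread. Such a concentration could come from the selection of middle probes in a first screening. Calls towards the same dye, which no copy number change makes, were also concentrated there, at 8.90%. The study states that its second arrays were built from probes positive in the first screening, with neighboring probes added. Selection of such probes is therefore part of the design, but the study does not give their position within a cluster. The calls towards the same dye do not decide whether it explains position 17. They need not be what that screening selected, and the first screening was not analysed here.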
